A study of Escherichia coli str. K-12 substr. MG1655star with 4 samples. Its data were reported in "Genome-scale Analysis of Escherichia coli FNR Reveals Complex Features of Transcription Factor Binding" (2013).

How the data were processed

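The data were tag counts from RNA sequencing of *Escherichia coli* K-12 MG1655 grown without oxygen in a glucose minimal medium to mid-log phase. FNR is a transcription factor that is active when oxygen is absent. The wild type (WT) was compared with a strain from which the gene for FNR had been deleted (dFNR). Each strain was represented by 2 samples from separate cultures, 4 samples in all. Strains and replicate numbers were taken from the sample titles.

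The authors depleted total RNA of ribosomal RNA, fragmented it, converted it to double-stranded cDNA and sequenced single-end reads of 36 nt on an Illumina instrument. They aligned the reads to genome build U00096.2 with SOAP, accepting at most 2 mismatches. A read without a hit was tried again with its bases 3 to 30. The authors discarded reads with more than one location and reads on annotated ribosomal RNA genes. The deposited values are raw counts: each file pairs a genome position with the whole number of tags assigned to it, one file per sample, with no pooling and no normalization. A position carries no strand. Whether a position is the left end or the 5′ end of a read is not stated, so positions are exact only to within a read length.

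The files name no genes, and no annotation was used here. The rule fixed for this case before the data were examined was applied: tags were summed over fixed windows of 500 nt, 9280 in all, in place of genes. A window can span part of a gene, several genes, or both strands, and a long transcript fills many windows, so the number of windows called is not a number of genes. Because no strand is given, antisense tags were counted with sense tags.

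Operon names were attached to positions only where the study's text lists the position of an FNR ChIP-seq peak upstream of an operon, in the same genome build. Of 86 listed operons, 1 was left out because its position did not follow the order of the others. The remaining 85 had 80 distinct positions. The region of each was the 2001 nt centred on the peak, that is 1000 nt on each side. A region therefore holds the start of the listed operon and also whatever lies on the other side of the peak. Each side of a peak was also tested by itself, adjusted over the regions of that side. The use of these positions and the width of the regions were decided after the files had been opened and before any fold change was computed. Regions were sorted into the classes of the study. These were directly activated by FNR, directly repressed by FNR, co-activated in nitrate or nitrite, potentially co-activated by CRP, and repressed by Fur. For *uxaB*, *ptsH* and *guaB* of the CRP class, the study proposes that FNR and CRP may compete for binding. The first pair of classes had been defined partly with these same RNA-seq data, and the other classes were chosen by the study for lack of an FNR-dependent change. The class tests below are therefore not independent of the study's own calls. The region of *fnr*, which the study lists as repressed, was left out of that class before the data were examined, because the gene is deleted in one of the strains. The region of *yhiD* overlaps those of *hdeD/hdeA* and *gadE*, which are in the opposite class. The region of *ppiA* in the CRP class overlaps that of *nirB* in the activated class. The region of *feoA* is in both the nitrate or nitrite class and the Fur class. A planned set of operons controlled by the small RNA FnrS was not analysed here, because it comes without positions.

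Counts were tested with edgeR 4.0.16 in R 4.3.3. Windows with few tags were removed with filterByExpr, library sizes were scaled with TMM factors, and dFNR was compared with WT by the quasi-likelihood test over all 4 samples without a block. P-values were adjusted by the Benjamini-Hochberg method, and a call was an adjusted p under 0.01, the false discovery rate used in the study. The study's own test, baySeq, was not used here. The prior degrees of freedom estimated by edgeR were infinite, so the variability of each window was taken from the trend across windows and not from that window's own replicates. Regions were tested in a fit that added them to the windows, with the library sizes and factors of the windows, and adjusted over the 80 regions. Standard errors (SE) of log2 fold changes were derived from the fold change and its F statistic. Classes were tested with camera in limma 3.58.1, with a preset inter-gene correlation of 0.01, adjusted over the classes, at a threshold of 0.05. CPM is a count scaled to 1000000 tags per sample, and normalized CPM uses the TMM-scaled total. Means are given with the SD over the 2 samples of a group. A rank or permutation test of 2 samples against 2 has a smallest two-sided p of 0.333, so no such test was used between the groups.

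The procedure was tested on simulated data: in 3 simulations with 200 windows changed 4-fold, from 74.5% to 80.0% of the changed windows were called, with 0 to 2 false calls, and simulations without any change gave 0 calls. The simulated counts shared a single mean profile, apart from the changed windows, and used the dispersion fitted by edgeR. They held no excess of tags in a single sample, so they do not measure the false calls in these data.

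The stretch missing from dFNR near *fnr* was found in steps of 50 nt with at most 1 tag in the sum of the dFNR samples and at least 10 tags in each WT sample, and its ends were then extended base by base while the adjoining bases held at most 1 dFNR tag.

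The samples held from 5959495 to 10360823 tags. Confidence intervals at the 95% level for CPM are Wilson intervals, and the floor is the value of 3 tags. The cDNA was amplified without molecular identifiers, so intervals and floors cover counting error only.

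Windows and regions named in the text follow a rule fixed before the data were examined. It names *fnr*, *fnrS*, *dmsA* and *ndh*. It adds the called windows with the largest changes in each direction in which both dFNR samples lay on one side of both WT samples, 1 per run of adjacent called windows. It also adds the called region with the largest change in each class and any called region that moved against its class. The rule selects 5 windows in each direction. Only 2 in each direction are described singly, because the windows carry no gene names.

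Alternatives planned before the data were examined were DESeq2 size factors, library size without a factor, 2 other filters, the DESeq2 1.42.0 Wald test, limma on quantile-normalized tag density with a pseudocount of 1 (the study's normalization), an adjusted p under 0.05, a 2-fold minimum, the replicate number as a block, counting each position once, an estimated inter-gene correlation, classes without the regions called singly, and leaving out each sample in turn. For the last, the tested windows were held fixed and no test was made. Alternatives added after seeing the data were other window sizes and offsets, a minimum of 100 tags, other region widths, a crossed block, TMM factors from windows with at least 100 tags, a robust dispersion, and a requirement that the samples of the groups do not overlap. Tables and figures were made with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.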

Results

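Transcripts of anaerobic *E. coli* were counted in WT and in a strain lacking FNR (dFNR), with 2 cultures of each. WT replicate 1 had 8105709 tags and WT replicate 2 had 10360823. The dFNR replicates had 9200059 and 5959495 tags. A single 500-nt window, at positions 2753501 to 2754000 of build U00096.2, held between 7.05% and 7.51% of the tags of every sample. Across all windows, the Pearson correlation of log2 CPM (counts scaled to 1000000 tags per sample) between replicates was 0.980 for WT and 0.993 for dFNR, against 0.945 to 0.959 between samples of different strains. These correlations are across windows, which are not independent replicates. Over the 4630 windows with at least 100 tags in every sample, the correlation was 0.995 for both pairs of replicates. Replicates differed by more than counting noise, with a chi-square per window of 11.6 for the WT pair and 3.27 for the dFNR pair. This does not tell separate cultures from separate libraries of the same culture, and that each sample is a separate culture is taken from the labels. The samples differed most in windows with few tags: 202 windows had fewer than 10 tags in WT replicate 1, compared with 925 in WT replicate 2, 1036 in dFNR replicate 1 and 1263 in dFNR replicate 2. The labels give no sequencing batch, so no comparison within batches was made.

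The deleted gene was examined first. Within 2000 nt of the FNR peak listed for *fnr*, the longest stretch nearly without dFNR tags ran from 1396724 to 1397514, a length of 791 nt. WT replicates 1 and 2 had 1630 and 2031 tags in it. Replicates 1 and 2 of dFNR had 3 and 0 tags. CPM in the stretch averaged 198.6 ± 3.58 (SD, n = 2) in WT and 0.163 ± 0.231 (SD, n = 2) in dFNR. For dFNR replicate 2 the smallest detectable value was 0.503 CPM and the upper bound of the Wilson interval was 0.645. In the 1000 nt on the low-coordinate side of the stretch, WT had 380.0 ± 17.0 CPM and dFNR had 162.1 ± 5.47 (SD, n = 2 each), a log2 ratio of -1.23. In the 1000 nt on the high-coordinate side, WT had 50.9 ± 7.41 CPM and dFNR had 17.7 ± 0.126 (SD, n = 2 each), a log2 ratio of -1.52. Both differences were larger than the spread between replicates. The second lay mainly at the edge of the stretch: the 100 nt from 1397500 to 1397599, of which the first 15 are in the stretch, had 28.9 and 27.1 CPM in WT and 0.76 and 0.34 in dFNR. Beyond the peak, 1397605 to 1398604, normalized CPM were 24.4 ± 3.49 in WT and 17.9 ± 0.255 in dFNR (SD, n = 2 each), a log2 fold change of -0.45 that was not called (adjusted p 0.0105). The whole 2001-nt region, 1396604 to 1398604, had a log2 fold change of -3.11 (SE 0.20) in dFNR, with an adjusted p of 2.91e-53 in edgeR's quasi-likelihood test.

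**Figure D1:**
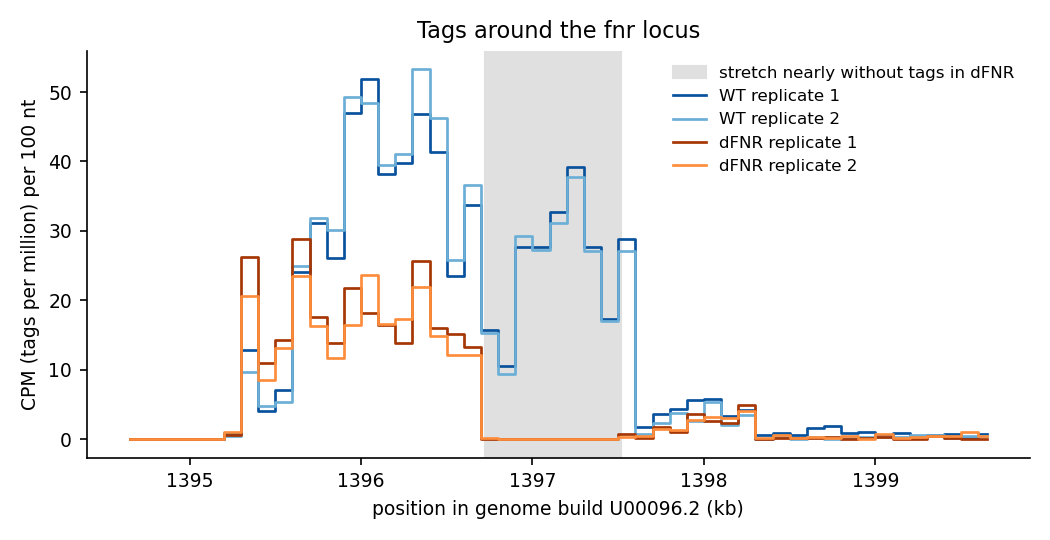
CPM per 100 nt (y axis) against genome position in kb (x axis) around *fnr* for the 4 samples, 1 line per sample. The shaded stretch from 1396724 to 1397514 holds 1630 and 2031 tags in the WT samples and 3 and 0 tags in the dFNR samples. The dFNR lines also run below the WT lines in the 1000 nt to its left, and above them from 1395300 to 1395599.

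The effect of losing FNR on transcripts was then measured over the genome. Of 9280 windows, 8593 had enough tags to be tested. The edgeR test called 1226 windows (14.3%) at an adjusted p under 0.01, of which 751 were higher and 475 were lower in dFNR. In every called window, both dFNR samples lay on the same side of both WT samples. The smallest called change was 1.41-fold. Counting each position at most once in a sample lowered the number of calls most at the same threshold and without a fold-change minimum, to 628. With the replicate number as a block, the same test called 1031 windows, 625 higher and 406 lower. The pairing is taken from the labels, and the samples gave no sign of it: deviations of same-numbered samples from their group means had a correlation of -0.26 over the 8593 windows and of -0.0031 over the 4630 windows with at least 100 tags. With the replicate numbers crossed, 1226 windows were called.

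Changes of at least 2-fold, whether called or not, were found in 1285 windows, 336 higher and 949 lower in dFNR. Of these, 586 windows were also called, 312 higher and 274 lower. The excess of lower windows lay at low counts: 719 windows with a mean under 100 tags over the 4 samples were at least 2-fold lower and 44 were at least 2-fold higher, compared with 230 lower and 292 higher among the 5418 windows with a mean of at least 100. The largest changes among calls were decreases: 69 called windows were at least 16-fold lower in dFNR and 6 were at least 16-fold higher.

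**Figure D2:**
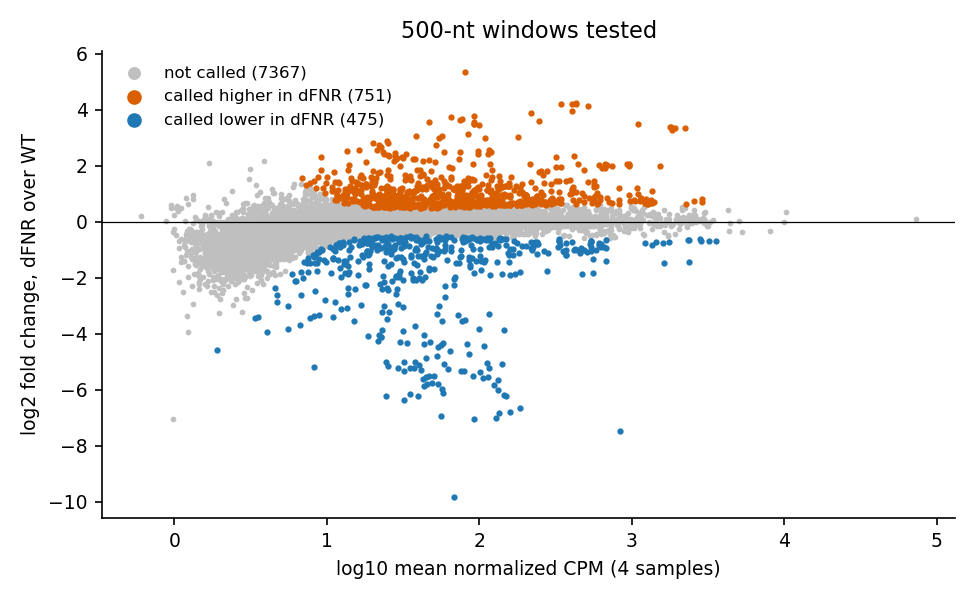
Log2 fold change of dFNR over WT (y axis) against the log10 of the mean normalized CPM over the 4 samples (x axis), 1 point per tested 500-nt window. The 751 windows called higher (orange) reach a log2 fold change of 5.35, the 475 called lower (blue) reach -9.81, and uncalled windows (grey) scatter below 0 at low counts.

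Called windows formed 403 runs of adjacent windows with the same direction, 159 of them a single window. The longest run of higher windows spanned 25 windows from 752001 to 764500, and its nearest listed FNR peak was that of *cydA*, 5904 nt away. The longest run of lower windows spanned 21 windows from 1031001 to 1041500, and the nearest listed peak was that of *yccA*, 260 nt away. The low-coordinate side of that peak, tested by itself, was called higher (log2 fold change 1.17), so the run is not assigned to *yccA*. Calls were more frequent near the listed peaks: 44.8% of the 382 tested windows within 1000 nt of a listed peak were called, compared with 12.8% of the 8211 others. Of the windows called lower, 59.6% lay within 5000 nt of a listed peak. Of those called higher, 21.8% did. The listed operons were partly chosen with these same data.

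The largest increase was in the window 770001 to 770500, at the peak listed for *cydA*. It rose from 3.85 ± 0.824 normalized CPM in WT to 158.3 ± 5.73 in dFNR (SD, n = 2 each), a log2 fold change of 5.35 (SE 0.22). It opened a run of 8 called windows ending at 774000. The next was the window 2071501 to 2072000, which lay 16088 nt from the nearest listed peak. Its normalized CPM were 42.6 ± 3.73 in WT and 815.0 ± 18.2 in dFNR (SD, n = 2 each), and the log2 fold change was 4.26 (SE 0.22). The largest decrease, with a log2 fold change of -9.81 (SE 0.36), was the window 1397001 to 1397500 inside the stretch missing from dFNR. The next was the window 1627001 to 1627500 at the peak listed for *ydfZ*, where normalized CPM fell from 1666 ± 234.5 to 9.14 ± 3.85 (SD, n = 2 each) and the log2 fold change was -7.46 (SE 0.27). The other 3 increases selected by the rule had log2 fold changes from 3.06 to 3.87, and the other 3 decreases from -7.03 to -6.37.

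The regions around listed FNR peaks address which operons depended on FNR under these conditions. Of 80 regions, 49 were called, 9 higher and 40 lower in dFNR. The study draws *dmsA* and *ndh* on the high-coordinate side of their peaks. For *dmsA*, the 1000 nt on that side (940036 to 941035) fell from 316.0 ± 37.0 to 7.46 ± 1.23 normalized CPM (SD, n = 2 each). The log2 fold change was -5.38 (SE 0.24) with an edgeR adjusted p of 4.88e-111. The other side of the peak changed by -0.17 (adjusted p 0.530), so the whole region had a log2 fold change of -0.63 (SE 0.20, adjusted p 0.00256), and with the replicate block its adjusted p was 0.0460. For *ndh*, the high-coordinate side (1165152 to 1166151) rose from 64.5 ± 6.67 to 773.1 ± 42.7 normalized CPM (SD, n = 2 each). The log2 fold change was 3.58 (SE 0.22) with an edgeR adjusted p of 6.63e-61, and the whole region had 1.65 (SE 0.20). The region of *fnrS*, the gene of a small RNA, was not called, but its tags do not measure that RNA, because the study states that so short an RNA was out of reach of its RNA-seq protocol. The log2 fold change of the region was 0.066 (SE 0.17, edgeR adjusted p 0.736), from 104.0 ± 2.05 normalized CPM in WT and 108.9 ± 2.03 in dFNR (SD, n = 2 each), and its sign turned with the library size alone (-0.054). The low-coordinate side of its peak changed by -0.091. The high-coordinate side (1407151 to 1408150) went from 28.8 ± 1.95 to 38.2 ± 0.035 normalized CPM (SD, n = 2 each), a log2 fold change of 0.41 with an adjusted p of 0.0138, and was not called.

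By class, the regions of directly activated operons had a median log2 fold change of -1.42 in dFNR. Of 31 regions, 28 were lower and 25 were called, all of these lower. The adjusted p from camera was 2.77e-31. The largest change was at *narG* (1278003 to 1280003), with a log2 fold change of -6.40 (SE 0.26). Regions of directly repressed operons had a median of 0.50, with 15 of 19 higher and an adjusted p of 1.27e-06. The region of *fnr*, listed as repressed by the study, was left out of this class beforehand because the gene is deleted in dFNR. In this class 9 regions were called higher and 1 lower. The largest change was at *cydA* (769404 to 771404), with a log2 fold change of 3.45 (SE 0.22). The region called against its class was that of *hycA* (2847688 to 2849688), with a log2 fold change of -0.82 (SE 0.19) and an edgeR adjusted p of 4.35e-05. It was called in every other test except that with each position counted once, which caps the tags of well-covered regions and also lowered the change at *cydA* to 0.69. For *hycA*, the high-coordinate side of the peak was called lower (log2 fold change -1.20). The low-coordinate side was not called (-0.45, edgeR adjusted p 0.0265). A region that was not called can still hold a change, because the region also covers the other side of the peak. Of the 6 activated regions that were not called, 4 were called lower on a single side of the peak, which makes 29 of 31 lower on at least one side. In the repressed class 14 of 19 were called higher on at least one side. In the opposite direction, 1 activated region was called higher on one side and 2 repressed regions were called lower. Which side holds the listed operon was not determined. With the inter-gene correlation estimated from the data, no class passed the threshold, and each adjusted p was 0.281. That estimate rests on 2 samples per group, which leaves little power, so this result does not decide whether the classes changed.

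The remaining classes were listed by the study as bound by FNR without an FNR-dependent change. The study took an operon as changed when more than a single transcriptomic experiment found it, with a 2-fold minimum in the microarrays. Here regions were called from RNA-seq alone, on both sides of a peak and without a fold-change minimum. A call below therefore does not by itself contradict that listing. The 9 regions of operons co-activated in nitrate or nitrite had a median log2 fold change of -0.49 (camera adjusted p 0.0300), and 4 were called lower, with the largest change at *nrdD* (4459925 to 4461925; log2 fold change -1.16, SE 0.16). The 11 regions of operons potentially co-activated by CRP had a median of -0.15 (adjusted p 0.0564), and 5 were called lower. The 10 regions repressed by Fur had a median of -0.62 (adjusted p 0.0601), and 4 were called lower. On at least one side of the peak, 7, 6 and 3 regions of these classes were called lower. These counts include *feoA* in both the nitrate or nitrite and the Fur class. They also include *ppiA* of the CRP class, whose called side overlaps the region of *nirB*. In the opposite direction, *napF* of the nitrate or nitrite class (log2 fold change 1.28) and *purR* of the Fur class (1.03) were called higher on one side. The other side of the *napF* peak was called lower (-1.34), so *napF* is also among the regions counted as lower. The other side of the *purR* peak was not called (-0.31). The largest called change in the CRP class was at *fadH* (3228415 to 3230415), with a log2 fold change of -1.64 (SE 0.27), and in the Fur class at *fepD/entS* (620417 to 622417), with -1.32 (SE 0.31). In neither did the normalized CPM of the strains separate. The *fadH* region had 29.0 and 4.43 normalized CPM in WT and 4.56 and 6.25 in dFNR. The *fepD/entS* region had 23.8 and 2.42 in WT and 3.65 and 7.12 in dFNR. A further called region of the Fur class, *fepB/entC*, overlapped in the same way. With a robust dispersion, an alternative added after seeing the data, none of these 3 regions was called (lowest adjusted p 0.428).

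**Figure D3:**
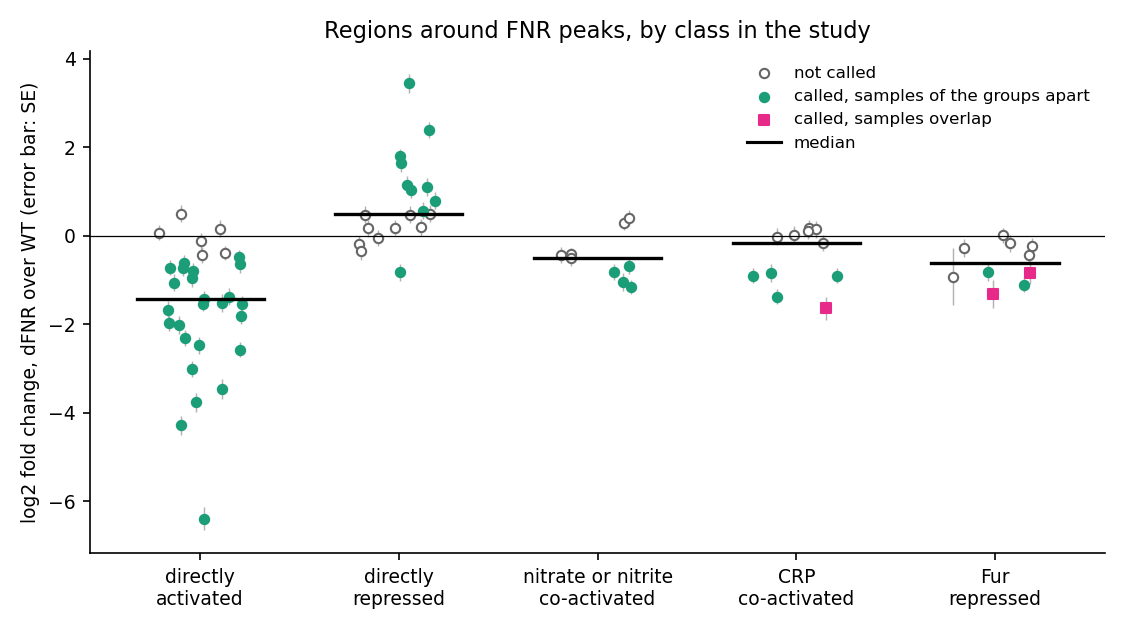
Log2 fold change of dFNR over WT (y axis, error bars SE) for the 2001-nt regions around FNR peaks, grouped by class in the study (x axis), with a bar at each median. Medians are -1.42, 0.50, -0.49, -0.15 and -0.62 from left to right, and 3 called regions in the CRP and Fur classes (squares) have overlapping normalized CPM.

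WT replicate 1 had more tags than the other samples in sparsely covered windows. In 896 windows with at most 15 tags in each of the other 3 samples and at most 30 in their sum, but at least 1 tag among them, it averaged 29.9 tags per window, compared with 5.85 in WT replicate 2, 5.21 in dFNR replicate 1 and 4.52 in dFNR replicate 2. In CPM these are 3.69, 0.564, 0.566 and 0.759. The windows were chosen by the other 3 samples, which lowers their values.

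**Figure D4:**
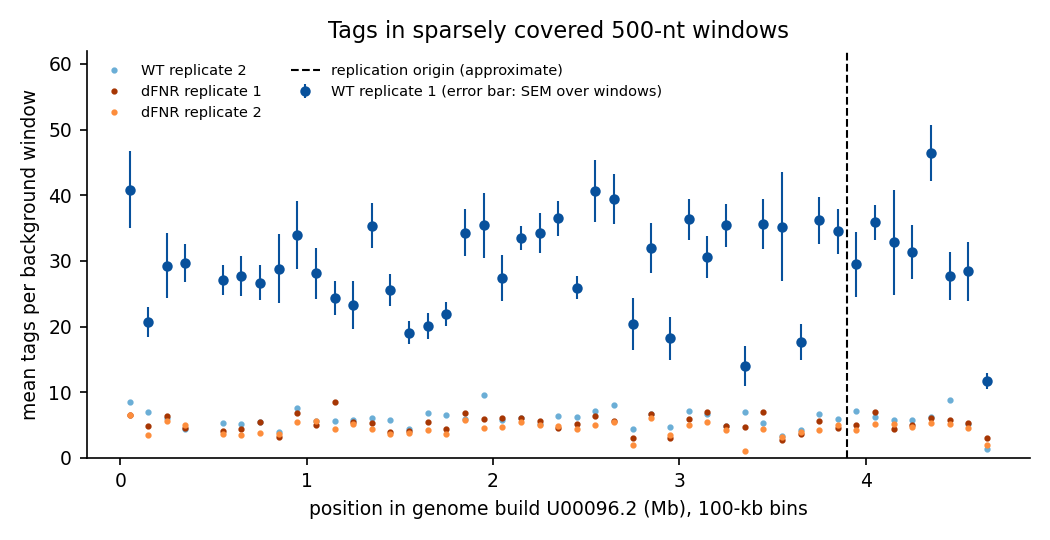
Mean tags per sparsely covered 500-nt window (y axis) in 100-kb bins along the chromosome (x axis, Mb) for the 4 samples; error bars are the SEM over windows for WT replicate 1, and the dashed line marks the approximate replication origin at 3.9 Mb. WT replicate 1 averages 29.9 tags per window against 4.52 to 5.85 in the other samples.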

Values the study reported

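In the RNA-seq data the study called 133 operons, containing 197 genes, differentially expressed between the strains. Together with microarray experiments it listed 258 operons, of which 122 were found in more than a single experiment. It mapped 207 FNR peaks by ChIP-seq.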

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

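The 23 results were recomputed under 26 alternatives, 16 planned and 10 chosen after seeing the data. Of 354 recomputed values, 296 kept their direction and their side of the threshold, or stayed within the replicate spread or a factor of 1.5 for counts. *fnr*, *ndh*, *narG*, *cydA* and *nrdD* were called with the same direction in each test that gave them a value. Unless stated, the cause was not tested. Leaving out tags shared by overlapping genes and the set of FnrS targets were not run, because no gene positions were used here. With 2 samples per group, leaving one out leaves a group without replicates, and no test was made for those values.

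The number of called windows was 1226. A 2-fold minimum gave 586 (312 higher, 274 lower), and counting each position once, which caps well-covered windows and shrinks their changes, gave 628 (325 higher, 303 lower). Windows of 250 nt gave 2417 (1452 higher, 965 lower) and windows of 1000 nt gave 475 higher. The count of lower windows, 475, was 819 with library size only, 779 with limma on quantile-normalized density and 783 with TMM factors from windows with at least 100 tags. The 1285 windows changed at least 2-fold became 296 with at least 100 tags in every sample, 1973 with 250-nt windows and 755 with 1000-nt windows, and from 1019 to 1945 across the 4 fits that each left out one sample.

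*dmsA* (whole region) kept its direction but was not called without a filter (-0.61) or with the replicate block (-0.62). *fnrS* was never called, and its sign reversed with library size only (-0.054) and with TMM factors from windows with at least 100 tags (-0.040).

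Estimating the inter-gene correlation from 2 samples per group leaves little power. With it estimated, the activated (-1.42), repressed (0.50) and nitrate or nitrite (-0.49) classes no longer passed (adjusted p 0.281 each). Without the regions called singly, their medians were -0.031, 0.18 and -0.42, the CRP class reversed to 0.064, and no class passed (adjusted p 0.891). This removal takes out the regions with the strongest changes by design. The CRP and Fur classes passed the threshold with library size only (-0.27 and -0.74), with each position counted once (-0.053 and -0.45) and with TMM factors from windows with at least 100 tags (-0.26 and -0.73). Across the fits without one sample, medians ranged from -1.52 to -1.32 (activated), 0.44 to 0.64 (repressed), -0.59 to -0.47 (nitrate or nitrite), -0.17 to -0.10 (CRP) and -0.71 to -0.31 (Fur).

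Among the 10 named windows and regions other than *fnr*, *dmsA*, *ndh* and *fnrS*, 16 values changed: 10 were weaker, 4 moved and 2 reversed. The reversals came without WT replicate 1: across the fits without one sample, *fadH* ranged from -2.43 to 0.27 and *fepD/entS* from -2.17 to 1.12.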

Other observations

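The tests of the origin of the extra tags in WT replicate 1 by position and by evenness were fixed before their results were seen; the other tests in this part were chosen after the pattern had been seen.

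WT replicate 1 had more tags in sparsely covered windows than the other samples, and genomic DNA in that library is a candidate explanation. DNA of growing cells is more abundant near the replication origin, which lies near 3.9 Mb, a position taken from general knowledge of the chromosome. In the 896 sparsely covered windows, tags of WT replicate 1 fell with distance from the origin, with a Spearman correlation of -0.13. Of 47 placements of the origin at steps of 100 kb around the chromosome, the placement at 3.9 Mb ranked 1 by the strength of this fall. Neighbouring placements are not independent. The mean was 34.5 tags within 500 kb of the origin and 24.8 within 500 kb of the opposite point, a ratio of 1.39. The same ratio was 0.987, 1.05 and 1.08 in the other samples, whose tags in these windows were limited by how the windows were chosen. For RNA from another culture, the prediction written beforehand was an SD above the mean. The SD over the mean of WT replicate 1 was 0.554 in these windows, below that prediction and above the 0.183 that counting alone gives. It was from 0.664 to 0.744 in the other samples, also below the prediction. In view of this, noted after the result was seen, the test cannot tell, and RNA from another culture remains possible. Library size does not account for the pattern, since the total of WT replicate 1 was 0.782 times that of WT replicate 2. If the excess of 24.8 tags per window held everywhere, it would be 2.84% of the library. No biological explanation was tested. A mixture of several sources was not ruled out.

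This excess bears on the counts of changed windows. The surplus of windows at least 2-fold lower (949 against 336 higher) may come from it: against WT replicate 2 alone, 361 windows were at least 2-fold lower and 451 were at least 2-fold higher. The counts against WT replicate 2 used ratios with 0.5 added to each normalized CPM, which shrinks changes at low counts. The counts 949 and 336 used edgeR fold changes, so part of the drop may come from the unlike measure. The surplus of windows called higher, 1.58 times those called lower, may follow from the effect of the excess in WT replicate 1 on the TMM factors. The factor of WT replicate 1 was 1.13, and 1.02 when factors came only from windows with at least 100 tags. With those factors the median log2 fold change of the 1034 windows with at least 1000 tags moved from 0.10 to 0.0038, and the ratio of windows called higher to lower became 1.09. Both follow from centring the factors on well-covered windows and do not show the cause. The ratio was 1.02 with library size only, 1.12 with limma on quantile-normalized density, 1.38 when only windows with at least 100 tags in every sample were kept, and 1.63 with the DESeq2 Wald test. Whether the loss of FNR raised more transcripts than it lowered therefore cannot be told from these calls.

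The *fadH*, *fepD/entS* and *fepB/entC* regions were called lower although the normalized CPM of the samples overlap. Against WT replicate 2 alone, the lowest log2 ratio among them was 0.29. They were picked for the overlap, so this comparison could hardly have come out otherwise, and it does not show the cause. The average background excess would give 99.3 tags in a region, and the excess of WT replicate 1 over WT replicate 2 was from 1.76 to 2.33 times that.

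Fewer tags in dFNR lay in the 1000 nt on either side of the deleted stretch at *fnr*. The background of WT replicate 1 does not account for this, since the log2 ratio to WT replicate 2 alone was -1.27 on the low-coordinate side and -1.37 on the high-coordinate side. On the high-coordinate side the difference is mainly the edge of the missing stretch, which runs on past the end set by the counting rule, as the values given above for 1397500 to 1397599 show. Farther out on the low-coordinate side dFNR was higher. From 1395300 to 1395399 dFNR had 26.3 and 20.6 CPM and WT had 12.8 and 9.65, and dFNR stayed higher up to 1395599. The cause on the low-coordinate side was not tested.

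The *fnrS* region as a whole was not called, but the 201 nt centred on its peak (1407050 to 1407250) had 39 and 47 tags in WT and 21 and 16 in dFNR. In CPM, this was 4.67 ± 0.195 in WT and 2.48 ± 0.284 in dFNR (SD, n = 2 each), a ratio of 1.88. WT replicate 2 alone was 1.83 times the dFNR mean, so the background of WT replicate 1 does not account for it. The Wilson intervals of WT replicate 2 (3.41 to 6.03) and of dFNR replicate 1 (1.49 to 3.49) overlap, and the stretch was chosen after seeing the counts, so a chance difference cannot be excluded.

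The number of windows called here was 1226, in 403 runs. Both are higher than the numbers of genes and operons quoted from the study above, but a window is not a gene and a run is not an operon.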
